A study of Polistes canadensis with 16 samples. Its data were reported in "Self-organization of plasticity and specialization in a primitively social insect" (2022).

How the data were processed

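Genomic DNA of 16 single brains was sequenced after bisulfite treatment. According to their methods, the authors trimmed the reads with Trim Galore, aligned them with Bismark to an assembly of the Polistes canadensis genome, and quantified methylation in SeqMonk over windows holding a set number of CpGs, each with a minimum read count, keeping short windows only. The deposited values are percent methylation of CpG calls per window and individual, with no normalization between individuals and no stated correction for cytosines that escaped conversion. Unmethylated lambda DNA was added to the libraries as a conversion control; its values were not used here. The shortest windows, at 31 bp, are too short for the stated number of CpGs to be distinct positions, so the number of CpG positions behind a value was not assumed. Incomplete conversion adds to the percentage in every window, and few reads make a window's percentage coarse. Either can move the levels compared here.

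The table has 16 columns of individual values, and each was matched to a sample by the individual's number in its name. There were 0 columns of individual values without a sample. The labels give 8 Control and 8 Queen removal individuals, numbered 1 to 8 within each group in order of accession. The numbers name individuals and pair nothing. No pair of individuals had identical values (0 pairs). A missing value was kept as missing, and the main results used the 212489 windows with a value in all 16 individuals. Gene overlap, gene identifiers and protein matches were taken from the authors' table. Of the gene identifiers 0 were found in the RefSeq table of a named assembly, so no other names were added, and the chromosome numbers (22 chromosomes) and coordinates are printed as the authors' table gives them.

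For each individual the mean percentage was taken over complete windows, over windows with a group mean of at least 10% in at least 1 group, over the lower part of windows by their mean across all individuals, over gene windows and over intergenic windows. The share of windows at or above 10% was counted. Groups were compared by exact permutation tests of the difference of means over all 12870 assignments of labels, two-sided, whose smallest possible p is 0.000155. The spread between individuals was compared with the same test on absolute deviations from the group median. For the comparison by methylation class, and for methylated windows or windows of low methylation chosen in some individuals and measured in others, labels were permuted within replicates 1 to 4 and within replicates 5 to 8. The comparison by class and that of methylated windows were first tested with labels permuted across both sets; the permutation within sets was chosen after that result had been seen, because the windows measured in the 2 sets differ in level, and both are given. Profiles were compared by the mean correlation within groups minus that between groups over all 6435 splits, one-sided. The study used a binomial filter on methylation calls. As the table gives no numbers of calls, single windows were tested with limma 3.58.1 (lmFit and eBayes with a trend) in R 4.3.3, on log2((percent + 0.5)/(100 - percent + 0.5)), with Benjamini-Hochberg adjustment and a threshold of 0.05. Other computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.

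The limma procedure was tested on simulated data: the 16 values of each of the 212489 windows were shuffled, and 200 windows with a mean between 5% and 40% were shifted by known amounts on the log2 scale. Of these windows 23 were called at a shift of 2, 175 at 4 and 200 at 6, with 0 calls of the wrong sign. The median fitted changes of 1.95, 3.95 and 5.95 were fixed by adding a constant on the fitted scale and test nothing. Such a shift also leaves the spread of values unchanged and can pass below the level of 0%. The counts called at 4 and 6 may therefore overstate what is found in real percentages. Calls among the other windows numbered 4, 14 and 13, and 2 with no shift. In a simulation run first, the percentages of 1 group were divided by 2, 5 or 10 in the same 200 windows, and 1, 19 and 63 of them were called. A change of that kind in a single window is therefore mostly missed with 8 individuals per group.

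Windows named in the text were fixed by a rule before the data were examined: among windows past the limma threshold, the 5 with the largest fall and the 5 with the largest rise of the mean percentage, with at most 1 window per gene. Alternatives fixed at the same time were windows with a value in at least 6 individuals of each group, windows of at most 500 bp, medians over windows, length weighting, every window with a value, other thresholds (5% and 20%), subtraction of each individual's median over windows of low methylation, other offsets (0.1 and 2), the percentage scale, centring, array weights, a minimum difference of 10 percentage points, rank correlation, stricter definitions of gene and intergenic windows, and leaving out each individual in turn. Alternatives added after the data had been seen were the choice of methylated windows on 1 group or on other individuals, that of windows of low methylation on other individuals, the comparison by methylation class, and subtraction of each individual's mean over windows that are low in the other 15 individuals. Repeats, gene expression and the mass spectrometry measurements of the study were not analysed here.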

Results

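Brain DNA methylation was measured in 16 individuals of the paper wasp Polistes canadensis, a social insect whose colonies replace a lost queen from among the workers. Each library came from a single brain and was treated with sodium bisulfite, which converts unmethylated cytosines while methylated cytosines stay readable. The labels place 8 individuals in an unmanipulated group, called Control, and 8 in a group taken after the queen had been removed from the nest, called Queen removal. Queen removal individuals were collected 4 to 5 days after a new queen had emerged. The column names of the table carry 1 nest identifier in each group, so nest and condition cannot be told apart in any comparison reported here. Caste and reproductive status were not used here, so any difference of that kind between individuals of a nest is part of the spread between individuals.

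The table held 543648 windows between 31 and 1000 bp long, with a median length of 287 bp, and 1 percentage of CpG methylation per window and individual. It gives percentages without read numbers, so the depth behind a value is unknown and no interval from counts is given. The share of windows with no value is the nearest measure of coverage per individual. It ranged from 5.31% to 31.8% in Control (mean 11.7% ± 8.37, SD, n = 8) and from 0.659% to 12.7% in Queen removal (5.78% ± 4.48, SD, n = 8), a difference of -5.91 percentage points (exact permutation test, two-sided, p = 0.0618). Whether this difference passed 0.05 depended on single individuals, as it did in 4 of the 16 comparisons that each left out an individual, with the lowest exact permutation p, 0.0233, without Queen removal replicate 7. Control replicate 7 had the 31.8%, and without it the difference was -3.03 percentage points (exact permutation test, p = 0.126). Comparisons used the 212489 windows (39.1%) with a value in all 16 individuals, called complete windows, so every individual was measured over the same windows.

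The question addressed first was whether the global level of CpG methylation differed after queen removal. The mean over complete windows was 1.96% ± 0.802 (SD, n = 8) in Control and 1.27% ± 0.133 (SD, n = 8) in Queen removal, a difference of -0.684 percentage points (exact permutation test over 12870 assignments, two-sided, p = 0.000466). Control individuals ranged from 1.41% to 3.88% and Queen removal individuals from 1.14% to 1.56%. Control replicate 8 held the 3.88% and the next Control individual 2.06%. Without Control replicate 8 the Control mean was 1.68% ± 0.210 (SD, n = 7), the difference was -0.409 percentage points and the exact permutation test gave p = 0.000622. Among the other settings tried, taking the median over windows in place of the mean moved the result most in its test: the difference was then -0.130 percentage points (exact permutation test, p = 0.646). Between 27.2% and 60.8% of an individual's complete windows were listed at 0, and the median is 0 wherever most windows are. Subtracting each individual's mean over windows low in the other 15, a setting added after seeing the data, moved the size of the difference most. The difference was then -0.0382 percentage points (exact permutation test, p = 0.000155).

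**Figure D1:**
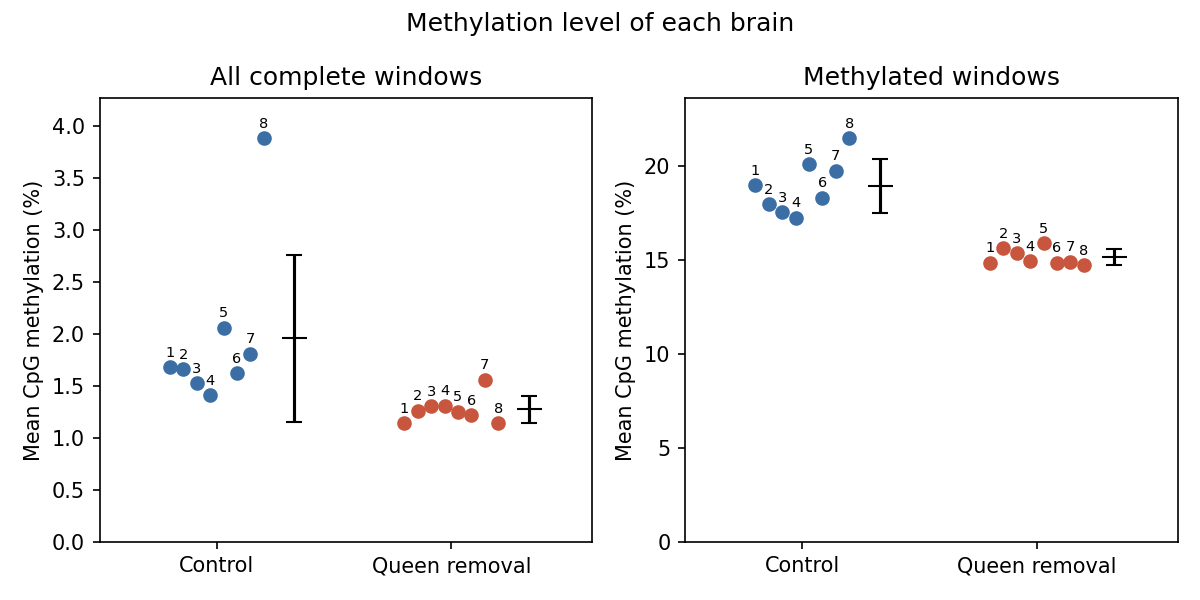
Mean CpG methylation (%, vertical axes) of each brain over all complete windows (left) and over methylated windows (right), with points numbered by replicate and bars giving the group mean ± SD of 8 individuals. Control replicate 8 stands at 3.88% over all windows, and over methylated windows the 8 Control individuals (17.3% to 21.5%) lie above the 8 Queen removal individuals (14.7% to 15.9%).

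Individuals of the Queen removal group were also closer to each other in the global level, but this difference in spread did not pass the test. The mean absolute deviation from the group median was 0.402 percentage points in Control and 0.0855 in Queen removal, a difference of -0.317 (exact permutation test, two-sided, p = 0.187, n = 8 per group). Control replicate 8 carried most of it: without that individual the difference in spread was -0.0570 percentage points (exact permutation test, p = 0.385).

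Windows were next divided by their level, because a mean over the genome mixes many windows with almost no methylation and few with much. A window was called methylated when the mean of at least 1 group reached 10%. This held for 1427 complete windows (0.672%). Their level was 18.9% ± 1.44 (SD, n = 8) in Control and 15.1% ± 0.426 (SD, n = 8) in Queen removal, a difference of -3.78 percentage points with no overlap between the groups (exact permutation test, two-sided, p = 0.000155, the smallest value this test can give). Of the 1427 windows, 978 (68.5%) were lower in Queen removal, against 69.9% of all complete windows. The 10% mark was reached in both groups by 733 windows, in Control only by 487 and in Queen removal only by 207. How windows were chosen moved the size of this difference more than any other setting. When they were chosen on the Queen removal individuals alone, the level was 21.1% ± 1.43 (SD, n = 8) in Control and 20.6% ± 0.527 (SD, n = 8) in Queen removal, and the difference of -0.456 was smaller than the spread between individuals (exact permutation test, p = 0.414). Chosen on the Control individuals alone, the difference was -6.02 percentage points (exact permutation test, p = 0.000155, n = 8 per group).

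To measure the difference free of that choice, windows were sorted into 7 classes by their mean in replicates 1 to 4 of both groups and measured in replicates 5 to 8, and the reverse. This comparison was added after the data had been seen. Labels were permuted within each set of replicates (4900 assignments). All 7 classes were lower in Queen removal with p = 0.000408, the smallest value this exact permutation test can give, and the same value after Benjamini-Hochberg adjustment over the 7 classes. With labels permuted across both sets, the exact permutation test gave p = 0.230 for windows between 5% and 10% and at most 0.00124 for the other classes. Windows under 1% fell by 0.653 percentage points, from 1.76% to 1.11%. Windows between 2% and 5% fell by 0.686 percentage points (a difference of -0.432 without Control replicate 8). In all 7 classes the fall was larger in replicates 5 to 8 than in replicates 1 to 4. Between 2% and 5% the differences were -1.04 and -0.329 percentage points, and between 10% and 20% they were -4.29 and -1.61. Windows between 10% and 20% fell by 2.95 percentage points, those between 20% and 40% fell by 3.37, from 28.4% to 25.0%, and those at or above 40% fell by 5.69, from 44.3% to 38.6%. Without Control replicate 8, windows under 1% fell by 0.397 percentage points and windows between 20% and 40% fell by 3.27 percentage points (exact permutation p = 0.000816 and 0.000408). The methylated windows accounted for 3.71% of the global difference and the other windows for 96.3%.

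**Figure D2:**
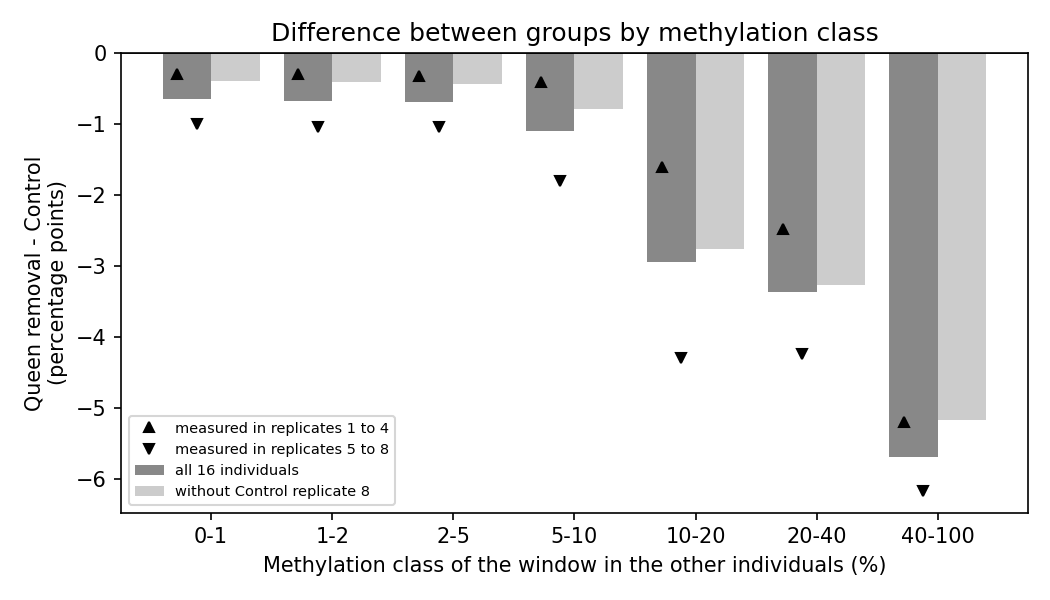
Difference between the groups (Queen removal minus Control, percentage points, vertical axis) by the methylation class of the window (%, horizontal axis), with the class taken from other individuals than those measured. Dark bars are all 16 individuals, light bars leave out Control replicate 8, and triangles give the difference in replicates 1 to 4 (upward) and 5 to 8 (downward); there are no error bars, and the difference is -0.653 under 1% and -3.37 between 20% and 40%.

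The level of the windows with little methylation was compared on its own, over the lower 106245 complete windows by their mean over all 16 individuals. It was 1.09% ± 0.298 (SD, n = 8) in Control and 0.867% ± 0.112 (SD, n = 8) in Queen removal, a difference of -0.219 percentage points (exact permutation test, two-sided, p = 0.0392). Without Control replicate 8 the difference was -0.0956 percentage points (exact permutation test, p = 0.179). Choosing windows by a low mean over the individuals compared leaves out windows that are high in either group, which makes the difference smaller. With the windows chosen in replicates 1 to 4 and measured in replicates 5 to 8, and the reverse, a choice added after the data had been seen, the level was 1.77% ± 0.793 in Control and 1.12% ± 0.132 in Queen removal (SD, n = 8 each), a difference of -0.650 percentage points (exact permutation test within each set of replicates, two-sided, p = 0.000408). Without Control replicate 8 it was then -0.394 percentage points (exact permutation test, p = 0.000816).

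The share of complete windows at or above 10% in an individual was 3.59% ± 3.37 (SD, n = 8) in Control and 1.14% ± 0.748 (SD, n = 8) in Queen removal, a difference of -2.45 percentage points (exact permutation test, two-sided, p = 0.00404). Control replicate 8 reached 11.8% and the next Control individual 3.79%. Without Control replicate 8 the difference was -1.29 percentage points (exact permutation test, p = 0.00730). Control replicate 7 and Queen removal replicate 7, each with the largest share of windows without a value in its group, stood at 3.79% and 2.89%.

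A further question was whether the difference was found in genes and between them. Of the complete windows, 67343 (31.7%) overlapped a gene of the authors' annotation. Gene windows had a level of 2.17% ± 0.827 (SD, n = 8) in Control and 1.45% ± 0.121 (SD, n = 8) in Queen removal, a difference of -0.722 percentage points (exact permutation test, two-sided, p = 0.000311). The 145146 intergenic windows stood at 1.86% ± 0.790 and 1.19% ± 0.139 (SD, n = 8 each), a difference of -0.666 percentage points (exact permutation test, two-sided, p = 0.000466). Without Control replicate 8 these differences were -0.439 and -0.395 percentage points. Methylated windows lay mostly in genes: 1191 of the 1427 (83.5%) overlapped a gene, an odds ratio of 11.1 against the other complete windows. The level of gene windows exceeded that of intergenic windows by 0.314 percentage points in Control and by 0.259 in Queen removal, so that the fall in genes was larger by a difference of -0.0558 (exact permutation test, two-sided, p = 0.00233, n = 8 per group; at most 0.00761 without any 1 individual). As a ratio, gene to intergenic level was 1.18 in Control and 1.22 in Queen removal (exact permutation test, two-sided, p = 0.0531). This p depended on single individuals. Across the 16 comparisons that each left out an individual it ran from 0.00186 to 0.106 and fell short of the threshold in 13. Within methylated windows the level fell by 3.83 percentage points in genes and fell by 3.53 percentage points outside genes, and the difference between these falls was smaller than the spread between individuals (exact permutation test, two-sided, p = 0.495, n = 8 per group).

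Whether the profile over windows, rather than the level, separated the groups was asked with correlations between individuals. Over the 1013 windows with a mean of at least 10% across all 16 individuals, the mean Pearson correlation was 0.380 among the 28 pairs of Control individuals, 0.535 among the 28 pairs of Queen removal individuals and 0.310 among the 64 pairs across groups. These correlations are across windows, which are not independent replicates. The mean within groups exceeded the mean between groups by 0.147, more than in any other of the 6435 splits of the individuals into groups of 8 (next largest 0.111; exact permutation test over all splits, one-sided, p = 0.000155, the smallest value it can give). Each of the 16 individuals had a higher mean correlation with its own group than with the other.

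Single windows were then tested with limma on the logit scale, log2((percent + 0.5)/(100 - percent + 0.5)). At an adjusted p-value under 0.05, 236 windows differed, of which 92 were higher and the others lower in Queen removal, and 13853 windows had an unadjusted p under 0.05. The median change over all windows was -0.22 on this log2 scale. With each individual centred on its own median the count was 104 windows, 52 lower and 52 higher. On the percentage scale 1 window passed, a fall, and 9642 had an unadjusted p under 0.05. Of the 236 windows, 208 (88.1%) overlapped a gene, in 183 genes. Falls ran from a median of 13.5% in Control to 0.909% in Queen removal, and rises from 1.88% to 13.9%. In 109 of the fallen windows the Queen removal mean was under 2%, and in 48 of the 92 risen windows the Control mean was. The 8 values of each group did not overlap in 45 of the 236 windows and in 101 of all complete windows. Chance gives at most 0.0155% of windows, or 33.0 windows, and fewer where values are tied, as many are at 0.

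**Figure D3:**
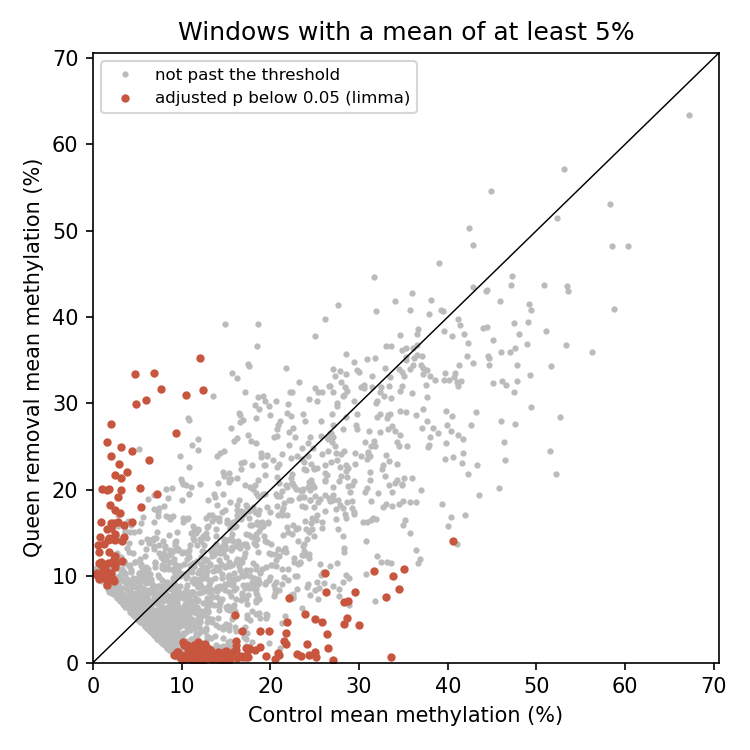
Mean methylation of windows with a mean of at least 5% over all 16 individuals (2178 windows), Control on the horizontal and Queen removal on the vertical axis (%), with red points for an adjusted p-value below 0.05 in the limma test and a line of equal level. Of these windows 195 passed, and they lie on both sides of the line, many of them near an axis and others at intermediate levels in both groups.

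The 5 windows with the largest fall were chosen by a rule set in advance. Coordinates and chromosome numbers are those of the authors' table, and gene names are the protein matches given in it. An intergenic window on chromosome 16 (1568852 to 1569281) fell from 33.6% ± 24.6 to 0.612% ± 0.812 (SD, n = 8 each; limma log2 change -5.66 ± 0.63 SE, adjusted p = 1.34e-08). In the gene PCAN011a008671, matched to methionine aminopeptidase 1 (chromosome 6, 7976079 to 7976455), the level fell from 27.0% ± 17.7 to 0.314% ± 0.598 (limma log2 change -5.44 ± 0.62 SE, adjusted p = 2.52e-08). In PCAN011a010318, matched to a CTCFL-like transcriptional repressor (chromosome 20, 1962404 to 1962881), it fell from 40.6% ± 18.7 to 14.1% ± 12.3 (limma log2 change -2.79 ± 0.65 SE, adjusted p = 0.0442). In PCAN011a013593, matched to general transcription factor IIE subunit 2 (chromosome 10, 2803372 to 2804329), it fell from 34.5% ± 13.4 to 8.55% ± 5.13 (limma log2 change -2.75 ± 0.62 SE, adjusted p = 0.0265). In PCAN011a005800, matched to palmitoyltransferase ZDHHC5 (chromosome 17, 923740 to 924096), it fell from 30.0% ± 30.9 to 4.36% ± 8.47 (limma log2 change -4.28 ± 0.88 SE, adjusted p = 0.00846). In each of these windows the 8 Queen removal individuals were below the Control mean. The last 3 of these windows depended on which individuals were included. Of the 16 fits that each left out an individual, the CTCFL-like window lost the threshold in 11, with the highest limma adjusted p, 0.279, without Queen removal replicate 1. The transcription factor IIE window lost it in 8, with the highest limma adjusted p, 0.157, without Queen removal replicate 7. The ZDHHC5 window lost it in 2, without Control replicate 4 (listed at 100%; limma adjusted p = 0.0921) and without Queen removal replicate 2 (limma adjusted p = 0.0538).

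Rises of similar size were found in 5 other windows chosen by the same rule. In PCAN011a011683, matched to WD repeat-containing protein 48 (chromosome 2, 5204943 to 5205713), the level rose from 4.73% ± 12.2 in Control to 33.5% ± 6.16 in Queen removal (SD, n = 8 each; limma log2 change 5.45 ± 0.66 SE, adjusted p = 6.29e-08). In PCAN011a002060, matched to the DNA excision repair protein haywire (chromosome 13, 7322430 to 7322669), it rose from 6.87% ± 11.3 to 33.5% ± 7.88 (limma log2 change 4.32 ± 0.66 SE, adjusted p = 3.27e-05). In PCAN011a008712, matched to F-box/LRR-repeat protein 7 (chromosome 6, 8178548 to 8178912), it rose from 2.01% ± 4.42 to 27.6% ± 9.20 (limma log2 change 5.19 ± 0.63 SE, adjusted p = 6.29e-08). In PCAN011a003488, matched to protein FAM44A (chromosome 14, 9702279 to 9702746), it rose from 4.82% ± 7.67 to 29.9% ± 4.01 (limma log2 change 4.07 ± 0.62 SE, adjusted p = 3.03e-05). An intergenic window on chromosome 9 (2979999 to 2980703) rose from 5.99% ± 7.03 to 30.4% ± 15.2 (limma log2 change 4.00 ± 0.67 SE, adjusted p = 0.000258). The 8 Queen removal individuals were above the Control mean in each. Exon and intron positions were not analysed here.

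**Figure D4:**
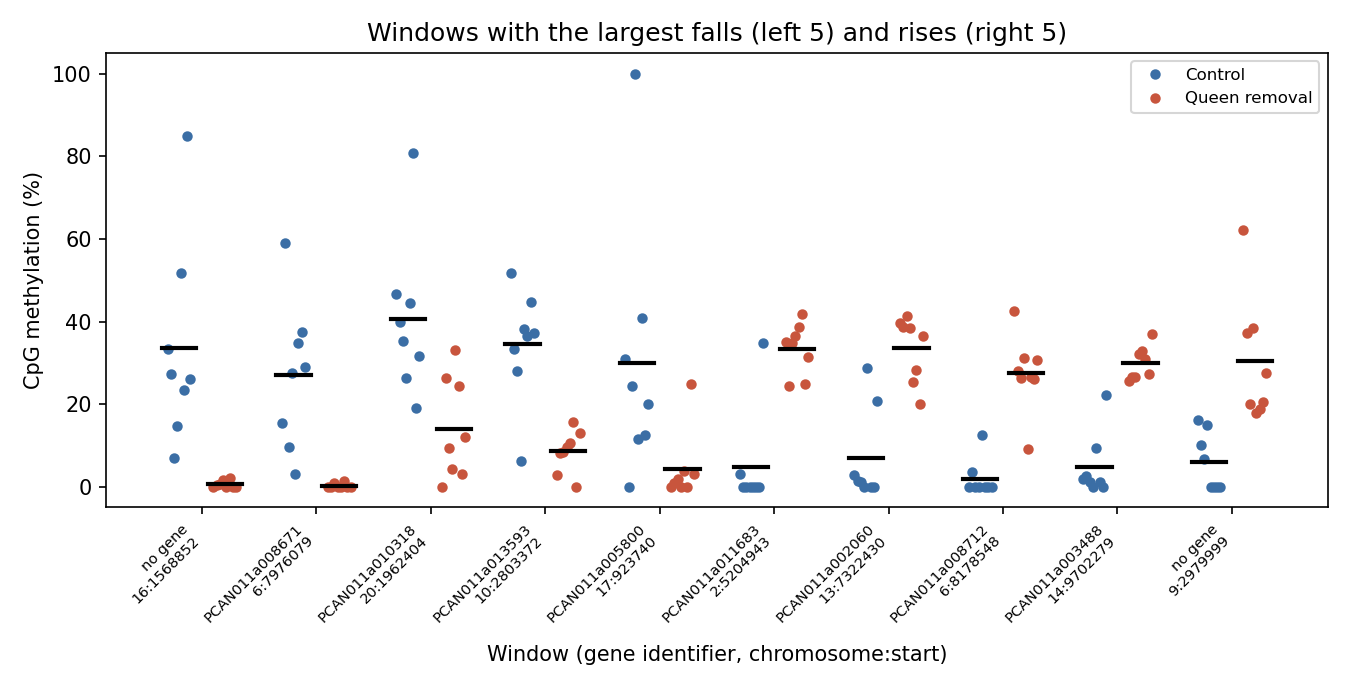
CpG methylation (%, vertical axis) of each individual in the 10 windows named in the text, with falls on the left and rises on the right, labelled by gene identifier and by chromosome and start. Points are individuals, 8 per group, and black lines are group means; the Queen removal means of the left 5 windows lie between 0.314% and 14.1% and those of the right 5 between 27.6% and 33.5%.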

Values the study reported

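The study reported a global methylation level of 1.94% with an SD of 0.84 in 8 control individuals and of 1.23% with an SD of 0.13 in 8 individuals of the D4 phase, taken 4 or 5 days after the main egg layer was identified. It gave p = 0.0335 for this difference in an unpaired t test.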

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

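All tests in this part were chosen after the results they bear on had been seen, except those of the excess of Queen removal replicate 7 by methylation class; that an excess smaller than the spread of the others decides nothing was also settled after that individual's value had been seen. Of 34 groups of 8 values examined, 17 had an individual far from the others by Dixon's ratio, where chance gives 1.7. These are not separate events, since several measures describe the same libraries.

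Control replicate 8 stood far above the other 7 Control individuals in the global level (3.88% against 2.06% for the next), in windows of low methylation (1.75% against 1.25%), in the share of windows at or above 10% (11.8% against 3.79%), in gene windows (4.15% against 2.32%) and in intergenic windows (3.76% against 1.94%). Its excess over the mean of the other Controls was 2.20 percentage points in windows with a Queen removal mean under 1%, 2.17 between 2% and 5%, 2.36 between 10% and 20% and 2.56 between 20% and 40%. A level raised in proportion to methylation is argued against: the ratio to the other Controls was 2.46 in windows under 1% and 1.09 between 20% and 40%. Low coverage is argued against as well: a line of global level on the share of windows without a value through the other 7 Controls gives 1.68% at its share of 11.3%, which lies within their range, and its 3.88% is 10.1 residual SD above it (8.94 with Control replicate 7 left out, where 11.3% is just past the range). A candidate explanation is an additive background, which would give about the same excess at every level, as the 2.56 percentage points between 20% and 40% do. Incomplete bisulfite conversion acts on unmethylated cytosines only, so its excess would be smaller in windows with more methylation. No such decrease was seen, but the SD of the other Controls between 20% and 40%, 1.70, is too large to decide. The 32 windows at or above 40% had a larger excess, 5.50 percentage points, or 2.40 SD of the other Controls. Low methylation spread evenly over the genome would look the same in these values. Caste or reproductive status may differ between the individuals of a nest. The study assessed reproductive state by ovary dissection and provides those measurements, but they were not used here. Caste or reproductive status therefore stays open, for this individual and for the Control mean. A biological explanation was not tested.

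Queen removal replicate 7 stood above the other 7 individuals of its group in the global level (1.56% against 1.31% for the next), the share of windows at or above 10% (2.89% against 1.19%), gene windows (1.71% against 1.49%) and intergenic windows (1.50% against 1.23%). A level raised in proportion to methylation is argued against, as its ratio to the others was 1.29 in windows with a Control mean under 1% and 0.985 between 20% and 40%. An additive background may be present but stays open. The excess was 0.308 percentage points under 1%. It was -0.208 between 10% and 20%, -0.318 between 20% and 40% and -1.71 at or above 40%. The SDs of the other individuals in these classes, 0.415, 0.737 and 1.48, are too large to show an excess of 0.308. Coverage stays open too. The same line through the other 7 Queen removal individuals gives 1.13%, 7.75 residual SD below the value of this individual, but its share of windows without a value, 12.7%, is past their range, which ends at 9.98%. A biological explanation was not tested.

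Control replicate 7 had 31.8% of windows without a value, against 11.3% for the next Control individual. Low sequencing depth is a candidate explanation, because fewer reads also leave more windows at 0, and this individual had the largest share of complete windows at 0 among the Controls, 60.8%. That share is weak evidence, as Queen removal replicate 8 also had 60.8% at 0 with only 9.98% of windows without a value. No biological explanation was tested.

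Among the 10 named windows, 7 groups of values had an individual far from the rest. In the fallen windows these were Control replicate 6 at 80.8% in the CTCFL-like gene, and Control replicate 4 at 100% and Queen removal replicate 7 at 25.0% in the ZDHHC5 gene. Without these Control individuals the windows fell short of the limma threshold (adjusted p = 0.162 and 0.0921). Whether the calls rest on them stays open, because the CTCFL-like window also lost the threshold in 10 of the 15 fits without another individual (highest limma adjusted p = 0.279) and the ZDHHC5 window in 1 of 15 (limma adjusted p = 0.0538), while without Queen removal replicate 7 the ZDHHC5 window stayed past it (limma adjusted p = 0.00136). In the risen windows they were Control replicate 8 at 34.7% in the WD repeat-containing protein 48 gene and at 22.3% in the FAM44A gene, Control replicate 5 at 12.5% in the F-box/LRR-repeat protein 7 gene, and Queen removal replicate 1 at 62.2% in the intergenic window on chromosome 9. Leaving each out kept the window past the threshold, with a highest limma adjusted p of 0.00199. Over all settings and omissions the adjusted p of these windows reached 0.747, on the percentage scale. A biological explanation of the single values was not tested.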

How the results depend on the processing

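No paired analysis was possible because the replicate numbers were given in order of accession and pair no individuals.

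The choice of methylated windows on 1 group or on other individuals, that of windows of low methylation on other individuals and the subtraction of a background estimated on the other 15 individuals were added after the data had been seen. No main comparison and no named window reversed its direction under any setting tried. Apart from fits that left out an individual, 49 values of the main comparisons stayed on their side of the threshold or within 1.5 times of the count, 7 lost the threshold, 1 gained it and 10 counts of fallen or risen windows moved by more than 1.5 times.

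Taking the median over windows left no detectable difference in the global level (-0.130 percentage points), in gene windows (-0.0548) or in intergenic windows (-0.184), with exact permutation p from 0.509 to 0.821. Between 27.2% and 60.8% of an individual's windows are at 0, and an individual with most windows at 0 has a median of 0. The share at 0 was 47.8% in Control and 46.5% in Queen removal (exact permutation test, p = 0.819). The median largely follows that share, so its lack of a difference says little about the mean level. Why windows are at 0 was not tested. In the windows of low methylation the difference was -0.171 percentage points with windows valued in at least 6 individuals of each group and -0.0715 over the lower 25% of windows (exact permutation p = 0.0867 and 0.377); windows chosen on a low mean over the same individuals make it smaller, as it was -0.650 with windows chosen on other individuals (exact permutation p = 0.000408). Choosing methylated windows on the Queen removal group alone gave -0.456 percentage points, because a choice on the values of 1 group favours windows high in that group. With windows chosen in 1 set of replicates and measured in the other, the -2.38 percentage points passed with labels permuted within sets (exact permutation p = 0.000408). It did not pass with labels permuted across them (exact permutation p = 0.155), a permutation that was run first. The sets differ in level, which adds to the spread when labels cross them. Control replicates 1 to 4 ran from 10.1% to 11.1% and replicates 5 to 8 from 16.2% to 18.6%. In Queen removal these ranges were 8.82% to 9.46% and 13.5% to 14.7%. Subtracting each individual's mean over windows low in the other 15 made the smaller spread of Queen removal pass the test, at -0.0101 percentage points (exact permutation p = 0.0199); the cause was not tested. The median over windows of low methylation, the other background estimate, was 0 in 12 of the 16 individuals and between 0.735% and 0.799% in Control replicate 5 and Queen removal replicates 2, 3 and 5. Its subtraction made the global difference -0.880 percentage points, against -0.0382 with the mean over windows low in the other 15 individuals. Subtraction of the median also raised the mean absolute deviation of Queen removal from 0.0855 to 0.322 percentage points.

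The count of differing windows was 236, of which 92 were higher. Counts under other settings are given as lower and higher windows. It was 340 (187 and 153) with an offset of 0.1, 72 (46 and 26) with an offset of 2, 1 (1 and 0) on the percentage scale, where 9642 windows had an unadjusted p under 0.05, 104 (52 and 52) after centring on each individual's median, 150 (97 and 53) with a minimum difference of 10 percentage points, and 39 (23 and 16) after subtraction of the background estimated on the other 15 individuals. The share of falls among calls was 61.0% and 50% after centring. The 72, 104, 150 and 39 windows all belong to the 236, and 229 of the 340 do. The 1 window on the percentage scale does not (0 shared). With windows valued in at least 6 individuals of each group, 194 windows passed and 107 of them belong to the 236; with windows of a mean of at least 5% it was 193 of 272, after subtraction of the median background 222 of 257, and with array weights 223 of 302. The minimum difference removes calls by construction, and for the other settings the cause was not tested.

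Across the 16 fits that each left out an individual, fallen windows ran from 91 to 163 and risen windows from 56 to 109, both lowest without Queen removal replicate 2. The difference in windows of low methylation ran from -0.244 to -0.0956 percentage points, with exact permutation p from 0.0208 to 0.179, and lost the threshold in 11 of the 16. The other levels kept theirs: the global difference ran from -0.762 to -0.409, methylated windows from -4.17 to -3.48, the share at or above 10% from -2.74 to -1.29, gene windows from -0.803 to -0.439 and intergenic windows from -0.743 to -0.395 percentage points, with the weaker end of the global, share, gene and intergenic values without Control replicate 8. The similarity within groups exceeded that between groups by 0.0397 to 0.180 under its 3 other settings, each time more than in any other split. Over all complete windows the 0.0397 came from Queen removal alone: the mean correlation was 0.382 within Queen removal and 0.235 within Control, below the 0.269 between groups. The 10 named windows lost the threshold 25 times under other settings, of which 10 on the percentage scale, and 21 times in fits without an individual.

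Gene coordinates were not used, so a window wholly inside a gene was taken as 1 between 2 windows of the same gene, and distance from a gene as at least 2 kb from any window overlapping it. Depth per window is unknown, which limits the precision of single windows more than that of means over many.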

Other observations

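The tests in this part were chosen after the results had been seen, except that of neighbouring windows.

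The lower global level after queen removal and the lower level of methylated windows do not have the same weight behind them. Control replicate 8 alone is argued against as the cause of the global difference, since the exact permutation test gave p = 0.000622 without it. Windows under 1% in other individuals fell by 0.653 percentage points (-0.653, against -0.684 for the global level), which is consistent with an additive background, such as incomplete bisulfite conversion, that was higher in the Control libraries. After subtraction of each individual's mean over windows low in the other 15 individuals, 0.202% and 0.164% were left in Control and Queen removal, a difference of -0.0382 percentage points (exact permutation p = 0.000155, the smallest it can give). Low methylation lost evenly across the genome could give the same values, and the conversion controls that would separate these were not analysed here. Coverage as the cause of the global difference stays open, because the test over a shared range of coverage did not pass with all its individuals. The shared range of windows without a value held 7 Control and 4 Queen removal individuals. There the difference was -0.690 percentage points (exact permutation p = 0.112), and -0.372 without Control replicate 8 (exact permutation p = 0.0238). Over the full range these were -0.684 and -0.409. With a further individual left out, the latter exact permutation p reached at most 0.0833. Lines of global level on that share had slopes of 0.00722 (Control without replicate 8) and -0.0127 (Queen removal without replicate 7). With Control replicate 7 also left out, the Control slope was 0.0262. Queen removal replicate 7, left out of its line, had its group's largest share without a value, 12.7%, and its highest global level, 1.56%. With 1 nest per group, a difference between the nests cannot be told apart from an effect of queen removal in these values. The study also compared individuals of the same nests before and after queen removal, by mass spectrometry. It reported lower global methylation in individuals taken after removal, before a new egg layer appeared. Those measurements were not analysed here.

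For methylated windows a uniform background is argued against as the whole cause, as windows between 20% and 40% changed by -3.37 percentage points, far more than windows under 1%. A choice of windows on noisy values is argued against, since windows chosen in some individuals differed by -2.38 percentage points when measured in others (exact permutation p = 0.000408 within sets of replicates, the smallest it can give, and 0.155 across them, where the sets' window levels also differ). Coverage of the individuals measured is argued against as the whole cause. Those in the shared range differed by -3.95 percentage points (exact permutation p = 0.00303, the smallest possible with 7 and 4 individuals). Their windows were still chosen on group means over all 16 individuals, so coverage acting through that choice was not tested. The nest stays open: with 1 nest per group, a difference between the nests may account for the fall as well as queen removal. No value here separates them. Caste or reproductive status was not used here and stays open too.

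The windows that differed went both ways, and often had a mean under 2% in the lower group, as 109 of the fallen and 48 of the 92 risen windows did. Of 100 splits of the 16 individuals into groups of 8, 1 gave as many windows as the real grouping, namely the real grouping itself; the others gave at most 48 and a median of 0. An additive background in the Control libraries is argued against for the rises, of which 53 reached 10 percentage points. Errors confined to single windows are argued against by the neighbours: of 260 neighbouring windows within 500 bp that were not themselves past the threshold, 71.9% moved the same way relative to the median window (95% Wilson interval 66.2% to 77.0%), against 58.5% (56.6% to 60.5%) beside other windows with a mean of at least 5%. These intervals treat windows as independent, and reads can span neighbouring windows. Of 23 adjacent pairs in which both windows passed, 23 moved the same way. A candidate explanation for such differences is inherited variation between the nests, in sequence or in methylation. Each group came from 1 nest, so a difference between the nests and an effect of queen removal cannot be told apart, and samples from more nests per condition would be needed.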
